# Class I_A_ PI3Kinase Regulatory Subunit, p85α, Mediates Mast Cell Development through Regulation of Growth and Survival Related Genes

**DOI:** 10.1371/journal.pone.0028979

**Published:** 2012-01-04

**Authors:** Subha Krishnan, Raghuveer Singh Mali, Karl R. Koehler, Sasidhar Vemula, Anindya Chatterjee, Joydeep Ghosh, Baskar Ramdas, Peilin Ma, Eri Hashino, Reuben Kapur

## Abstract

Stem cell factor (SCF) mediated KIT receptor activation plays a pivotal role in mast cell growth, maturation and survival. However, the signaling events downstream from KIT are poorly understood. Mast cells express multiple regulatory subunits of class 1_A_ PI3Kinase (PI3K) including p85α, p85β, p50α, and p55α. While it is known that PI3K plays an essential role in mast cells; the precise mechanism by which these regulatory subunits impact specific mast cell functions including growth, survival and cycling are not known. We show that loss of p85α impairs the growth, survival and cycling of mast cell progenitors (MCp). To delineate the molecular mechanism (s) by which p85α regulates mast cell growth, survival and cycling, we performed microarray analyses to compare the gene expression profile of MCps derived from WT and p85α-deficient mice in response to SCF stimulation. We identified 151 unique genes exhibiting altered expression in p85α-deficient cells in response to SCF stimulation compared to WT cells. Functional categorization based on DAVID bioinformatics tool and Ingenuity Pathway Analysis (IPA) software relates the altered genes due to lack of p85α to transcription, cell cycle, cell survival, cell adhesion, cell differentiation, and signal transduction. Our results suggest that p85α is involved in mast cell development through regulation of expression of growth, survival and cell cycle related genes.

## Introduction

Mast cells are critical mediators of inflammation, innate immunity and host defense that originate from multipotent stem cells in the bone marrow (BM) [1]. Mast cells have been implicated in inflammatory diseases including multiple sclerosis [2], rheumatoid arthritis [3] and coronary artery disease [3] and inflammatory diseases [4]. Emerging data also suggests a crucial role for mast cells in tumor progression and angiogenesis [5].

The homing, growth, differentiation and survival of mast cell are regulated by complex network of growth factors and transcription factors. While several cytokines influence the growth, survival and maturation of mast cells, SCF and its interaction with KIT receptor are critical for normal mast cell development and function. Mice that lack either KIT or SCF are completely devoid of mature mast cells in all tissues [6], [7], [8]. However, the intracellular signals downstream from KIT in regulating both growth and survival of mast cells are poorly understood. Recent studies have shown that PI3Kinase (PI3K), which binds to tyrosine at position 719 in murine KIT (at 721 in human KIT) through its regulatory subunit contributes substantially to KIT mediated mast cell functions [9], [10]. Class IA PI3Kinase is a lipid kinase made up of p85 regulatory subunit(s) and p110catalytic subunit(s) [11], [12]. In hematopoietic cells, four regulatory (p85α, p85β, p55α and p50α) and three catalytic (p110α, p110β and p110δ) subunits of class IA PI3K are expressed. Utilizing genetic and genomic approaches, we evaluate the role of p85α in mast cell development and functions in response to SCF stimulation. We provide evidence for the critical role of p85α in mast cell growth, survival and cycling; and possible pathways by which p85α regulates mast cell functions in response to SCF stimulation.

## Results

### Deficiency of p85α results in reduced mast cell growth in response to SCF

While mast cells express various regulatory subunits of Class 1A PI3K including p85α, p85β, p55α and p50α, the physiological role of these subunits in mast cell growth, survival and cycling are not known. Here we sought to evaluate the specific role of p85α in mast cell growth, survival and cycling in response to SCF stimulation. We generated *in vitro* bone marrow–derived mast cells (BMMC) from WT and *p85α−/−* mice. Loss of p85α in *p85α−/−* BMMCs was confirmed by western blotting (Data not shown). To assess the contribution of p85α in mast cell growth, BMMCs from WT and *p85α−/−* mice were subjected to proliferation assay in the presence or absence of SCF. As seen in Figure 1, BMMCs from WT and *p85α−/−* mice grown in the absence of growth factors showed minimal thymidine incorporation. While WT BMMCs demonstrated a significant increase in growth in the presence of SCF, deficiency of p85α resulted in complete loss of SCF mediated growth (Figure 1). These results suggest that the p85α regulatory subunit is critical for SCF-induced mast cell growth.

**Figure 1:**
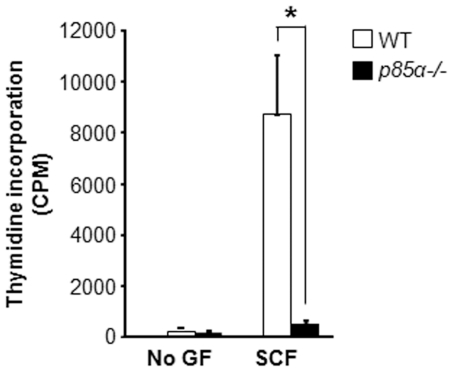
Deficiency of p85α results in reduced SCF-mediated BMMC growth. BMMCs from WT and *p85α−/−* mice were cultured in the presence of IL-3 (10 ng/mL) for 3 weeks. Cells were starved for 6 hours in serum- and cytokine-free media and cultured in the presence or absence of SCF (50 ng/mL) for 48 hours. Then, proliferation was evaluated by [^3^H] thymidine incorporation. Bars represent the mean [^3^H] thymidine incorporation in BMMCs (CPM ± SD) from one representative experiment performed in quadruplicate. Similar results were observed in three independent experiments. *p<0.01, WT vs. *p85α−/−*.

### Reconstitution of p85α into *p85α−/−* MCps completely corrects defective SCF-mediated growth

To determine whether the complete loss of SCF-mediated mast cell growth in *p85α−/−* cells is due to loss of p85α, we transduced mast cell progenitors (MCp) from WT and *p85α−/−* mice with vector or p85α and cells were sorted to homogeneity based on EGFP expression. Sorted cells were starved and analyzed proliferation in the presence or absence of SCF by thymidine incorporation. As expected, while WT cells transduced with vector showed increase in growth in the presence of SCF, vector transduced *p85α−/−* cells showed complete loss of growth (Figure 2). As seen in Figure 2, restoring the expression of p85α in p85α-deficient MCps completely restored SCF-induced growth. These results suggest that the defective SCF-mediated growth observed in *p85α−/−* BMMCs is due to specific loss of p85α.

**Figure 2:**
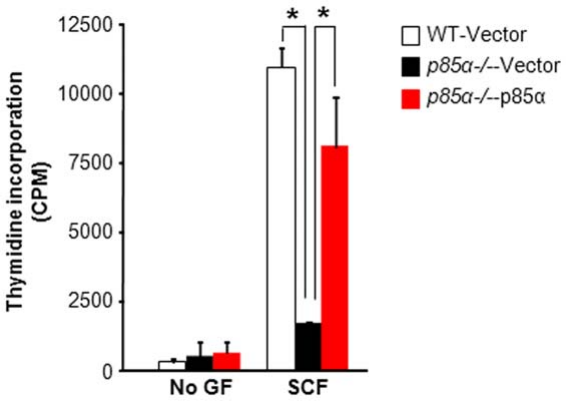
Reconstitution of p85α in to *p85α−/−* MCps completely corrects defective SCF-mediated growth. WT and *p85α−/−* MCps transduced with vector or p85α were sorted to homogeneity based on EGFP expression and cultured in the presence of IL-3 (10 ng/mL). Cells were starved for 6 hours in serum- and cytokine-free media and cultured in the presence or absence of SCF (50 ng/mL). After 48 hours, proliferation was evaluated by a [^3^H] thymidine incorporation assay. Bars represent the mean [^3^H] thymidine incorporation in BMMCs (CPM ± SD) from one representative experiment performed in quadruplicate. Similar results were observed in three independent experiments. *p<0.01, WT-vector vs. *p85α-/–*vector; *p<0.01, *p85α-/–*vector vs. *p85α-/–*p85α.

### Defective survival of p85α-deficient BMMCs in response to SCF

In an effort to further determine the mechanism(s) behind reduced SCF-mediated growth of *p85α−/−* cells, BMMCs from WT and *p85α−/−* mice were subjected to apoptosis analysis in the presence or absence of SCF. BMMCs from WT and *p85α−/−* mice were starved for 6 hours in serum- and cytokine-free media and grown in the presence or absence of SCF. After 48 hours, apoptosis was assessed by staining the cells with antibodies to annexin V and 7-AAD followed by flow cytometry analysis. As seen in Figure 3, less than 10% of BMMCs from WT and *p85α−/−* mice survived in the absence of growth factors as determined by the presence of annexin V and 7-AAD negative cells. While WT BMMCs showed significant increase in survival in the presence of SCF, deficiency of p85α resulted in significant reduction in SCF-mediated survival (Figure 3). These results suggest that p85α acts as a positive regulator of mast cell survival in response to SCF.

**Figure 3:**
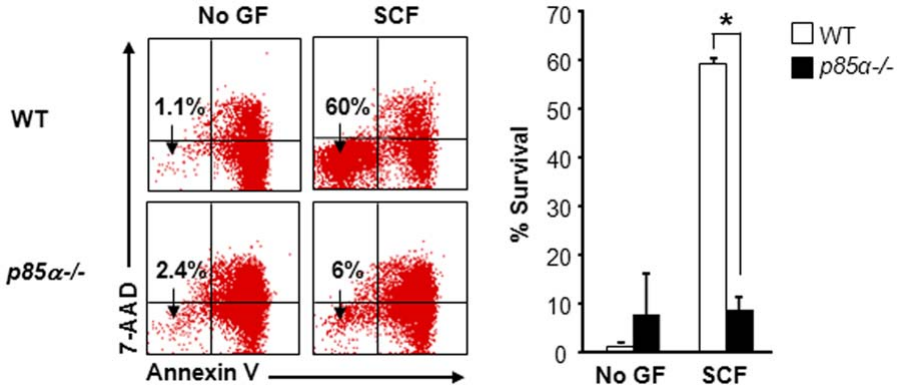
Defective survival of p85α-deficient BMMCs. BMMCs from WT and *p85α−/−* mice were starved for 6 hours in serum- and cytokine-free media and cultured in the presence or absence of SCF (50 ng/mL). After 48 hours, cells were stained with phycoerythrin-conjugated annexin V and 7-AAD followed by flow cytometry analysis. Shown is a representative dot blot (Left panel) and bar graph (Right panel) demonstrating percentage of annexin V and 7-AAD negative cells in the presence and absence of SCF. Similar results were observed in three independent experiments. *p<0.05, WT vs. *p85α−/−*.

### Reduced cycling of p85α-deficient BMMCs in response to SCF

We then examined cell cycle progression in WT and *p85α−/−* BMMCs in response to SCF stimulation. BMMCs from WT and *p85α−/−* mice were starved for 6 hours in serum- and cytokine-free media and grown in the presence or absence of SCF. After 48 hours, cells were labeled with propidium iodide and cycling was analyzed by flow cytometry. As seen in Figure 4, while SCF stimulation enhanced the cycling of WT BMMCs, *p85α−/−* cells showed impaired cell cycle progression and S phase entry. These results suggest that p85α plays a critical role in cycling of mast cells in response to SCF.

**Figure 4:**
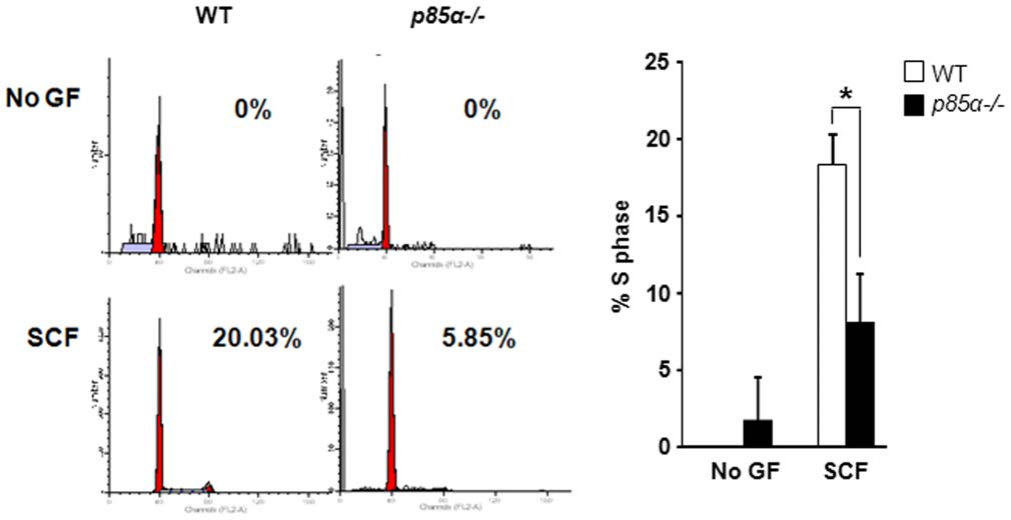
Reduced cycling of p85α-deficient BMMCs. BMMCs from WT and *p85α−/−* mice were starved for 6 hours in serum- and cytokine-free media and cultured in the presence or absence of SCF (50 ng/mL). After 48 hours, cells were stained with propidium iodide followed by flow cytometry analysis as described in methods. Shown is a representative histogram (Left panel) and bar graph (Right panel) demonstrating the percentage of cells in S phase in the presence or absence of SCF. Similar results were observed in two independent experiments. *p<0.05, WT vs. *p85α−/−*.

### Deficiency of p85α alters the expression of genes related to growth and survival in MCps

Our results suggest that p85α subunit plays a critical role in proliferation, survival and cycling of BMMCs. To further determine the underlying molecular mechanism for the action of p85α on growth and survival, we performed microarray analyses to compare the gene expression profile of MCps derived from WT and p85α-deficient mice when stimulated with SCF (Figure 5). 

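Expression was measured on 3 Agilent whole-mouse genome oligo arrays, each hybridized with cDNA of 1 WT and 1 *p85α−/−* culture, so that n = 3 cultures per genotype. Mast cell progenitors (MCps) are immature mast cells grown from mononuclear marrow cells, here in IL-3 (10 ng/mL) for 7 days, sorted for KIT and the IgE receptor and given SCF (100 ng/mL), the ligand of KIT, for 48 hours. Because few cells were sorted, the cDNA had been amplified by a global PCR protocol before labeling. WT cDNA carried Cy3 and *p85α−/−* cDNA carried Cy5 on all 3 arrays, so a dye effect and a genotype effect cannot be told apart. The arrays lay on 1 slide scanned on 1 day. The authors deposited the scanner's spot intensities, extracted with Agilent Feature Extraction, and a table of 1 log10 ratio per probe and array. In that table the ratios of replicate 1 stand on their own probes, whereas for replicates 2 and 3 only 190 and 226 of the 40929 probes with 1 spot carry the scanner's ratio of that probe (tolerance 1.5e-05 on the log10 scale). The scanner's intensities were therefore used here. Over 43379 spots, the median WT signal was 76.1, 71.5 and 141.2 on replicates 1, 2 and 3, and the median *p85α−/−* signal was 210.9, 517.3 and 206.6. The median local background lay between 32.5 and 33.5 in the WT channel and was 51 in the *p85α−/−* channel. Between 69.4% and 85.3% of spots were well above background for WT and between 77.3% and 93.8% for *p85α−/−*. Background was corrected with normexp (offset 50) and the 6 channels were quantile normalized, the procedure that the methods name. Control and outlier spots were left out, spots of a probe were averaged, and the log2 ratio of *p85α−/−* over WT was tested against 0 with limma for the 41157 probes with a value on every array. For a gene with several probes, the brightest is given. Only 3 arrays limit the precision of each ratio. Pik3r1, the gene disrupted in these mice, has 4 probes on the array and also encodes p55α and p50α. Its brightest probe had a log2 ratio of 0.59 ± 0.79 (SD, n = 3), with 1.48, −0.03 and 0.33 on replicates 1 to 3 and an adjusted p of 0.908 by limma's test. The next brightest probe was lower in *p85α−/−* on every array (−0.58 ± 0.41), and the remaining probes had mean log2 ratios of 0.32 and −0.04. These probes do not settle the genotype of the channels, so every direction given is that of the cultures labeled *p85α−/−* against those labeled WT.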

To determine significantly altered genes in p85α-deficient MCps compared to WT, we calculated the *p* value for gene expression pattern based on Student's t-test using Partek software with the following criteria: change in expression of at least 1.5-fold and p<0.05. This analysis identified 151 unique genes exhibiting altered expression in *p85α−/−* cells (Table S1). 

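With limma's test and Benjamini-Hochberg adjustment, 0 of the 41157 probes had an adjusted p under 0.05, and the lowest adjusted p was 0.763. An unadjusted p under 0.05 was found for 1829 probes, where 2058 would be expected by chance if no probe changed. All 1829 also differed by at least 1.5-fold, 1145 of them higher and 684 lower in cultures labeled *p85α−/−*, and they carry 1761 gene names. The methods' t-test on the same values, unpaired, gave 1755 probes with an unadjusted p under 0.05, of which 1125 differed by at least 1.5-fold. Paired by array, it gave 1501 and 819 probes. After Benjamini-Hochberg adjustment it gave 0 probes in either form. Without replicate 2, limma's test put 3165 probes past both criteria. With each array's ratios centred on their median in place of quantile normalization, it put 2692 past them, 91.1% of them higher in *p85α−/−*, against 62.6% of the 1829. The log2 ratios were nearly unrelated between arrays. Across the 41157 probes, which are not independent replicates, Pearson's r was 0.01 between replicates 1 and 2, 0.17 between 1 and 3 and −0.03 between 2 and 3. The highest mean log2 ratios among probes that passed both criteria, were bright and had the same sign on all 3 arrays were those of LOC625815 (4.78 ± 0.43, SD, n = 3), 1110014J01Rik (4.72 ± 0.96), Jtb (4.36 ± 0.35), 1110019J04Rik (4.34 ± 0.38) and Rbx1 (4.32 ± 0.26). Each of them had an adjusted p of 0.763 by limma's test. The lowest were AK084568 (−4.87 ± 2.73), ENSMUST00000078007 (−4.14 ± 2.64), Ccdc85a (−3.78 ± 2.37), Alb1 (−3.57 ± 2.56) and Ccdc115 (−3.51 ± 1.58), each with an adjusted p of 0.908. Without replicate 1, 4 of these lowest 5 no longer met both criteria. These 4, AK084568, ENSMUST00000078007, Ccdc85a and Alb1, each failed to meet them under 3 of 12 alternatives. Each of the 5 highest failed under 1 of 12, the authors' deposited table. That table was also 1 of the 3 for each of the 4 lowest probes just named. In it, nearly all values of replicates 2 and 3 stand on other probes, so failing there says little about a probe. From the genes that met its criteria of fold change and p, the paper concludes that loss of p85α alters the expression of the genes listed in Table S1. The paper also measured *Lin9*, *Rrm1*, *Cbx5* and *Taok3* by quantitative PCR.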

Raw data and normalized expression data are available for download from Gene Expression Omnibus (http://ncbi.nlm.nih.gov/geo, accession number GSE32410).

**Figure 5:**
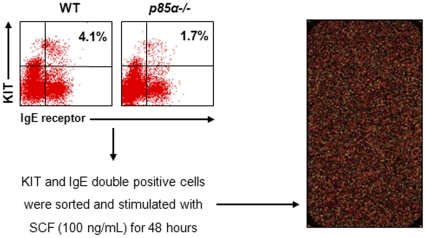
Methodology followed for microarray analysis. Low density mononuclear cells (LDMNC) were isolated from three pairs of WT and *p85α−/−* mice and cultured independently in the presence of IL-3 (10 ng/mL) for 1 week. KIT and IgE receptor double positive mast cells were sorted by using FACS. Sorted mast cells were stimulated with SCF (100 ng/mL) for 48 hours and then sent for microarray analysis for gene expression profiling.

To validate the microarray results, we analyzed the expression of four important genes (*Lin9, Rrm1, Cbx5, and Taok3*) in MCps derived from WT and p85α-deficient mice when stimulated with SCF by quantitative real-time PCR analysis. 

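On the arrays themselves, the mean log2 ratio of *p85α−/−* over WT was 1.39 ± 1.49 (SD, n = 3) for *Lin9* and 0.44 ± 1.92 for *Rrm1*, so that both means were smaller than the spread between arrays. *Cbx5* had a mean log2 ratio of −1.01 ± 0.60 and was lower in *p85α−/−* on all 3 arrays. It passed the criteria of 1.5-fold and an unadjusted p under 0.05 here, but under 10 of 13 alternatives it did not, among them loess in place of quantile normalization, where its log2 ratio was −0.94. The 4 probes of *Cbx5* went different ways. The next brightest was also lower on all 3 arrays, with a mean log2 ratio of −1.44 ± 0.78. The dimmer ones had means of 0.83 and 1.37, the latter from 3.90, 0.12 and 0.08 on replicates 1, 2 and 3. *Taok3* had a mean log2 ratio of 2.55 ± 2.22. The adjusted p by limma's test was 0.908 for *Lin9*, *Cbx5* and *Taok3* and 0.952 for *Rrm1*.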

As seen in Figure 6, consistent with our microarray results, *Lin9* and *Rrm1* genes were up regulated 1.06 and 2.85 fold, respectively, in p85α-deficient MCps compared to WT MCps. Likewise, *Cbx5* and *Taok3* genes were down regulated 2.35 and 5.19 fold, respectively, in p85α-deficient MCps compared to WT MCps.

**Figure 6:**
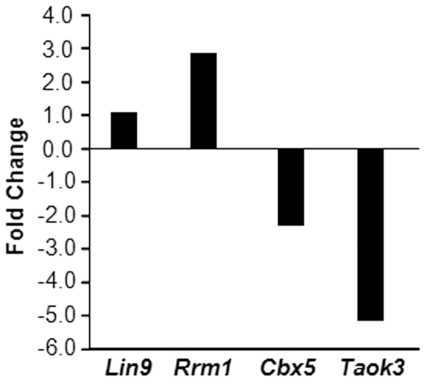
Validation of microarray analysis. Low density mononuclear cells (LDMNC) were isolated from WT and *p85α−/−* mice and cultured in the presence of IL-3 (10 ng/mL) for 1 week. KIT and IgE receptor double positive mast cells were sorted by using FACS. Sorted mast cells were stimulated with SCF (100 ng/mL) for 48 hours and mRNA was extracted using the RNeasy Plus Mini Kit (Qiagen, Valencia, CA). Qualitative real-time PCR was performed for the indicated genes using primers from Applied Biosystems as described in methods. Results show fold change of indicated genes, normalized to *Actin*, in p85α-deficient MCps compared to WT MCps.

To further make the microarray data more meaningful in the context of how they alter mast cell biology, we functionally categorized these genes based on the DAVID bioinformatics tool, and Ingenuity Pathway Analysis (IPA) software. David tool relates altered genes due to lack of p85α to transcription, cell cycle, cell adhesion, cell differentiation, cell survival and signal transduction (Table 1 and Table 2). 

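Table 1 lists 16 different genes as higher and Table 2 lists 19 as lower, and each had at least 1 probe on the arrays. The mean log2 ratio was above 0 for 10 of the 16 genes of Table 1, and 5 of these were higher on all 3 arrays. Their mean log2 ratios ran from −1.53 to 2.24, with a median of 0.18. For Table 2 it was below 0 for 14 of the 19 genes, and 2 of these were lower on all 3 arrays. Here the range was −1.49 to 2.55 and the median −0.27. Array by array, 15, 7 and 9 of the 16 genes of Table 1 had the paper's direction on replicates 1, 2 and 3. For the 19 genes of Table 2 these counts were 14, 9 and 11. None of the genes of either table passed both 1.5-fold and an unadjusted p under 0.05 by limma's test, and the lowest adjusted p was 0.908 in each table. Adjusted over the list alone, 0 genes of either table had a p under 0.05. As the tables were chosen on these arrays, their genes are not independent evidence. In the cell cycle group, 6 of 7 genes were above 0, with a median log2 ratio of 0.44. In the transcription regulation group, 4 of 6 genes were below 0, with a median of −0.31. All 3 genes of the cell adhesion group were below 0, between −0.99 and −0.27. In the signal transduction group 3 of 5 genes were below 0, in the cell differentiation group 3 of 4, in the protein kinase group 2 of 3 and in the post-translational modification group 3 of 6. In the cell surface receptor group of Table 1, 1 of 5 genes was above 0, with a median of −0.07. In the proteolysis group 2 of 4 were above 0, and in the UBL conjugation group 2 of 3. With each array's ratios centred on their median in place of quantile normalization, 9 genes of Table 2 were below 0.

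**Figure D1:**
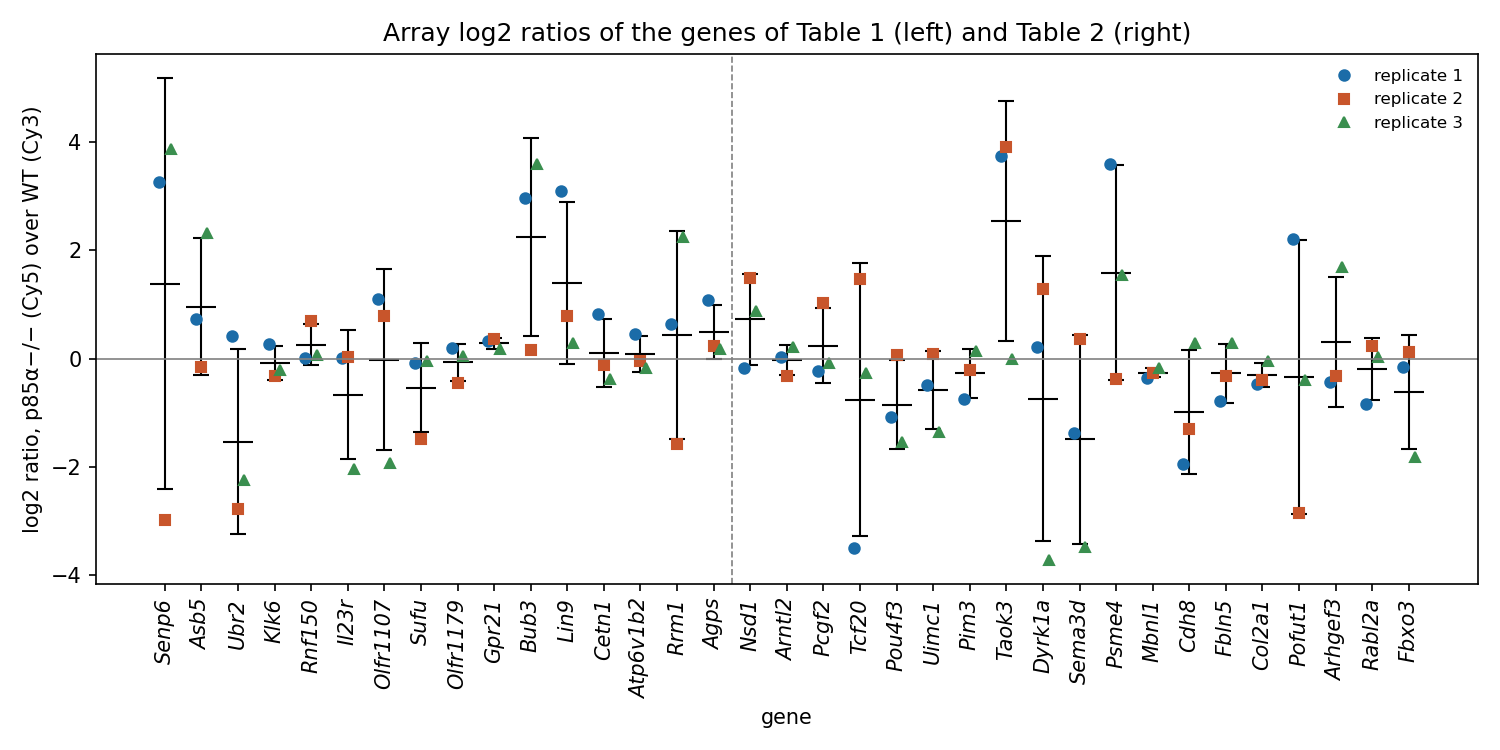
Log2 ratio of *p85α−/−* over WT (y axis) for the genes of Table 1, left of the dashed line, and Table 2, right of it (x axis). Each symbol is 1 array (replicate 1, 2 or 3), and the bar with its error bar is the mean ± SD of 3 arrays. Means lie above 0 for 10 of 16 genes on the left, among them *Rnf150*, which was not well above background in WT, and below 0 for 14 of 19 on the right.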

Ingenuity Pathway Analysis (IPA) software associated altered gene in *p85α−/−* with cell growth (Figure 7), cell survival (Figure 8), and the cell cycle (Figure 9) networks. Identification of these four principal networks is relevant to this study, as our functional data suggest that mast cells lacking the p85α regulatory subunit display defective growth, altered survival and differentiation (see below). The IPA network provides further information on additional genes including *Pdgfb*, *Akt*, *Hnf4A*, *Stat3*, *Tgfb*, *Myc*, *Brca1*, *Crebbp* (Figure 6, 7, 8). These genes identified by IPA tool, which are related to the altered genes in *p85α−/−* per the microarray data, could also play roles in mast cell biological functions in response to SCF stimulation. 

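These network genes were measured on the same arrays. Over the 9 genes Pdgfb, Akt1, Akt2, Hnf4a, Stat3, Tgfb1, Myc, Brca1 and Crebbp, the mean log2 ratio of *p85α−/−* over WT was above 0 for 2 and below 0 for 7, between −0.97 and 0.65. The ratio had the same sign on all 3 arrays for 1 of the 9. None reached 1.5-fold together with an unadjusted p under 0.05, 0 had a p under 0.05 adjusted over the list alone, and the lowest adjusted p by limma's test was 0.908. These signs depend on the brightest probe. All other probes of Akt1, Hnf4a, Stat3 and Myc had means above 0, and the other probe of Akt2 had −0.16. Those of Pdgfb, Brca1 and Crebbp had means below 0, as at their brightest probe.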

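The brightest probe of *Lin9* lies on chromosome 1 from 180668104 to 180668163 and that of *Rrm1* on chromosome 7 from 98514808 to 98514868, as the array's annotation places them without naming a genome build. The log2 ratio of *Lin9* was 3.09, 0.79 and 0.29 on replicates 1, 2 and 3, higher in cultures labeled *p85α−/−* on every array. WT was well above background at this probe on 2 of 3 arrays. Its other probes had mean log2 ratios of −0.25 and 0.56. *Lin9* passed both of the paper's criteria with the scanner software's processed signals, at a log2 ratio of 2.74, and in the authors' deposited table, at 3.68. That table holds 3.86 and 1.85 for replicates 2 and 3, where the scanner's log2 ratios at this probe were 2.94 and 0.72. *Rrm1* had log2 ratios of 0.64, −1.58 and 2.25, and without replicate 3 its mean was −0.47.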

Genetic disruption of p85α resulted in upregulation of tumor suppressor gene *Lin9* (Lin-9 homolog); and *Rrm1* (Ribonucleotide Reductase M1), which is reported to induce the expression of PI3K negative regulator PTEN [13]. Of the down regulated genes - *Nsd1*, which is related to acute myeloid leukemia and prostate cancer [14]; Tgfb-inducible *Fbln5*, which are important in cell growth, migration and cell adhesion [15]; *Taok3* (Tao kinase 3), which has been reported to activate ERK1/ERK2 [16]; and *Pim3* (Pim3 kinase) which has been reported to positively regulate cell proliferation and survival, down regulation of which might contribute significantly to increased apoptosis in p85α-deficient cells are of significance for future studies [17].

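*Nsd1* (brightest probe on chromosome 13) had a mean log2 ratio of 0.73 ± 0.84 (SD, n = 3) in *p85α−/−* over WT, and its other probe one of −0.38. *Fbln5* (chromosome 12, 99245331 to 99245390, no build named) had −0.27 ± 0.54, and all 3 of its probes had means below 0. WT was well above background at the brightest of these on 2 of 3 arrays. *Pim3* (chromosome 15, 88947531 to 88947590) had −0.27 ± 0.45 at its only probe, and 0.05 when each array's ratios were centred on their median in place of quantile normalization. For *Taok3* (chromosome 5, 116503480 to 116503539), the brightest probe gave log2 ratios of 3.74, 3.91 and −0.01 on replicates 1, 2 and 3, and the mean over arrays was above 0 at each of its 4 probes. It was past both 1.5-fold and an unadjusted p under 0.05 with median centring (3.07), with dim probes left out, without the pairing by array, and without replicate 3 (3.83), each time in the higher direction. In the authors' deposited table, *Nsd1* had a log2 ratio of −1.61 and *Pim3* one of −1.93, but with values not scanned at these probes. For *Nsd1* on replicates 2 and 3 it holds −1.85 and −2.55, where the scanner's log2 ratios were 2.55 and 1.51. For *Pim3* it holds −2.13 and −2.22, where the scanner's were −0.45 and 0.28. The adjusted p by limma's test was 0.908 for *Nsd1*, 0.920 for *Fbln5* and 0.912 for *Pim3*. All of these means except that of *Taok3* were smaller than the spread between arrays.

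**Figure D2:**
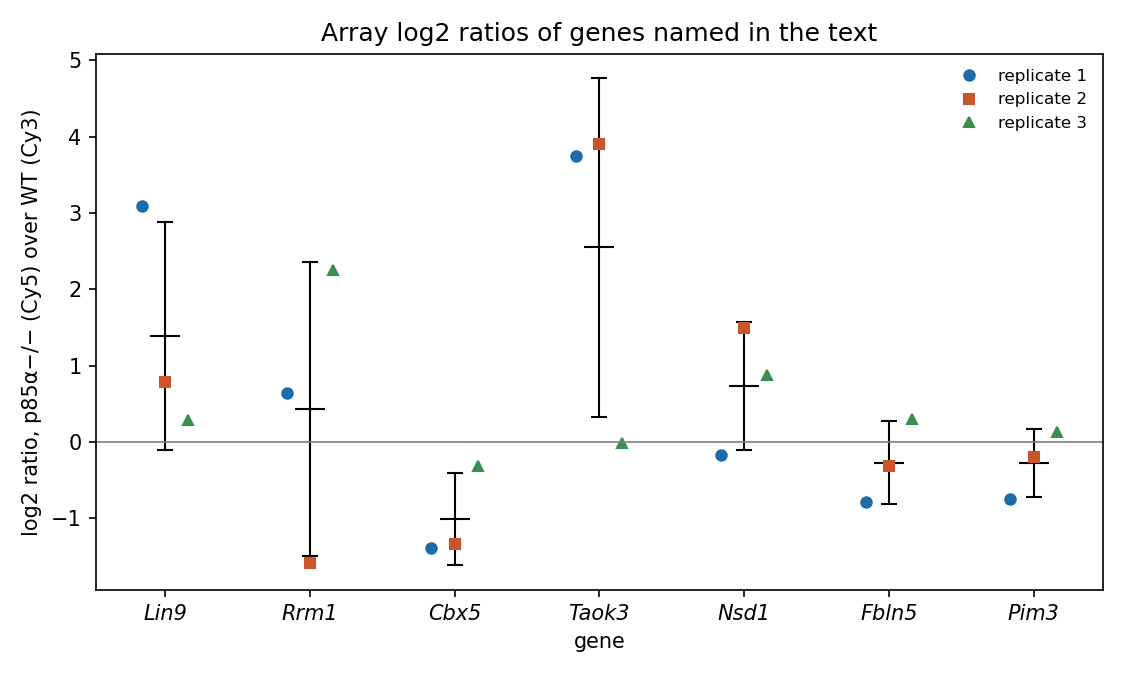
Log2 ratio of *p85α−/−* (Cy5) over WT (Cy3) on the y axis for 7 genes named in the text on the x axis. Each symbol is 1 array (replicate 1, 2 or 3), and the bar with its error bar is the mean ± SD of 3 arrays. *Cbx5* lies below 0 and *Lin9* above 0 on every array, and the other genes have arrays on both sides of 0.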

**Figure 7:**
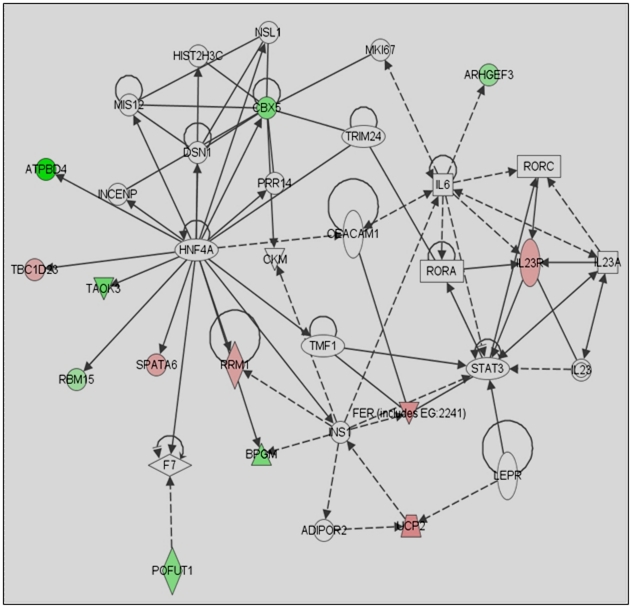
Ingenuity Pathway Analysis (IPA) of cell growth related genes in *p85α−/−* MCp's in response to SCF stimulation. Altered genes in *p85α^−/−^* cells after SCF stimulation were analyzed by IPA software to analyze their closely associated gene network. Significantly altered cell growth related genes in *p85α−/−* MCp's in response to SCF stimulation were indicated.

**Figure 8:**
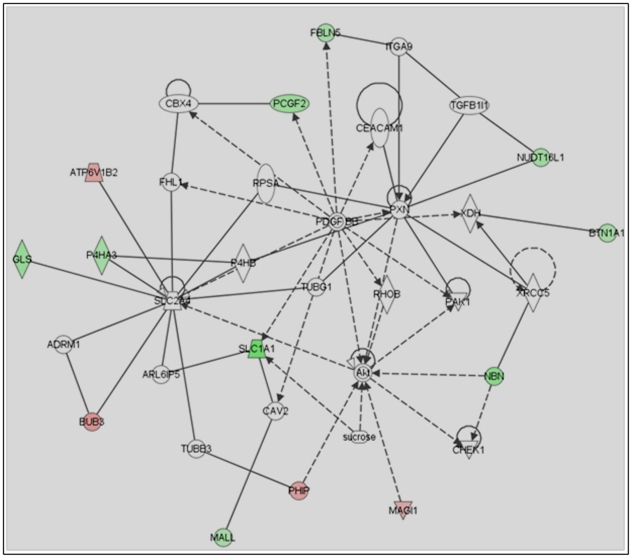
Ingenuity Pathway Analysis (IPA) of cell survival related genes in *p85α−/−* MCp's in response to SCF stimulation. Altered genes in *p85α^−/−^* cells after SCF stimulation were analyzed by IPA software to analyze their closely associated gene network. Significantly altered cell survival related genes in *p85α−/−* MCp's in response to SCF stimulation were indicated.

**Figure 9:**
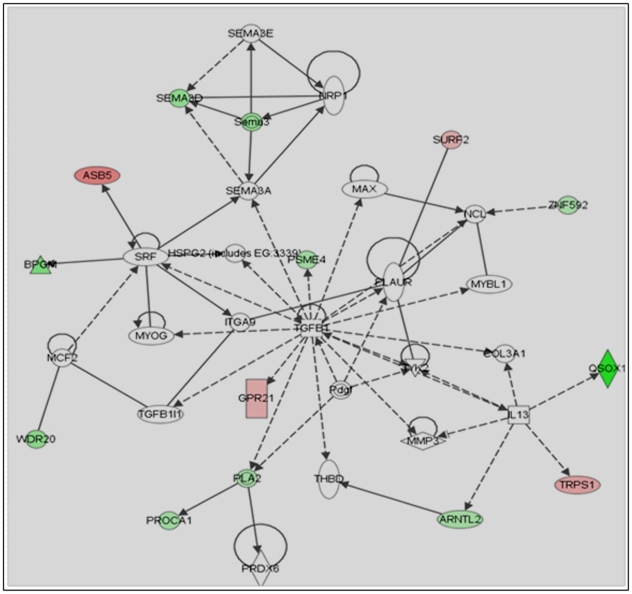
Ingenuity Pathway Analysis (IPA) of cell cycle related genes in *p85α−/−* MCp's in response to SCF stimulation. Altered genes in *p85α^−/−^* cells after SCF stimulation were analyzed by IPA software to analyze their closely associated gene network. Significantly altered cell cycle related genes in *p85α−/−* MCp's in response to SCF stimulation were indicated.

**Table 1:** Functional categories of genes upregulated in *p85α−/−* MCp's in response to SCF stimulation.

Functional Category	Gene Symbol	Gene Name	Fold Change
**Ubl conjugation pathway**	Senp6	Sumo/Sentrin Specific Peptidase 6	1.62
	Asb5	Ankyrin Repeat And Socs Box-Containing protein	2.80
	Ubr2	Riken Cdna E130209G04 gene	1.84
**Proteolysis**	Senp6	Sumo/Sentrin Specific Peptidase 6	1.62
	Ubr2	Riken Cdna E130209G04 gene	1.84
	Klk6	Kalikrein 6	1.92
	Rnf150	Ring Finger Protein 150	4.39
**Cell Surface receptor**	Il23r	Interleukin 23 Receptor	1.74
	Olfr1107	Olfactory Receptor 1107	1.73
	Sufu	Suppressor of Fused Homolog	2.11
	Olfr1179	Olfactory Receptor 1179	1.58
	Gpr21	G Protein-Coupled Receptor 21	1.57
**Cell cycle**	Bub3	Budding uninhibited by Benzimidazoles 3 homolog	20.9
	Ubr2	Riken Cdna E130209G04 gene	1.84
	Lin9	Lin-9-Homolog (C. Elegans)	4.16
	Cetn1	Centrin 1	2.63
	Atp6v1b2	Atpase, H+ Transporting, Lysosomal V1 Subunit B2	1.67
	Rrm1	Ribonucleotide Reductase M1	1.67
	Agps	Alkylglycerone Phosphate Synthase	2.30
	Cetn1	Centrin 1	2.63

**Table 2:** Functional categories of genes downregulated in *p85α−/−* MCp's in response to SCF stimulation.

Functional Category	Gene Symbol	Gene Name	Fold Change
**Transcription Regulation**	Nsd1	Nuclear receptor-binding set domain protein 1	−2.11
	Arntl2	Aryl hydrocarbon receptor nuclear translocator-like	−1.72
	Pcgf2	Polycomb group ring finger 2	−1.90
	Tcf20	Transcription factor 20	−3.50
	Pou4f3	Pou domain, class 4, transcription factor 3	−1.55
	Uimc1	Retinoid x receptor interacting protein 110	−3.06
**Protein Kinase Activity**	Pim3	Proviral integration site 3	−3.63
	Taok3	Tao kinase 3	−3.41
	Dyrk1a	Dual-specificity tyrosine phosphorylation regulated kinase 1a	−2.13
**Cell differentiation**	Sema3d	Riken cDNA 4631426b19 gene	−2.26
	Psme4	Proteasome activator subunit 4	−1.77
	Mbnl1	Muscle blind-like 1 (drosophila)	−2.03
	Pou4f3	Pou domain, class 4, transcription factor 3	−1.55
**Cell adhesion**	Cdh8	Cadherin 8	−7.09
	Fbln5	Fibulin 5	−1.64
	Col2a1	Procollagen, type ii alpha 1	−1.56
**Signal transduction**	Pofut1	Protein o-fucosyl transferase 1	−2.66
	Arntl2	Aryl hydrocarbon receptor nuclear translocator-like 2	−1.72
	Taok3	Tao kinase 3	−3.41
	Arhgef3	Rho guanine nucleotide exchange factor 3	−2.18
	Rabl2a	Rab, member of ras oncogene family-like 2a	−1.58
**Post-translational protein modification**	Nsd1	Nuclear receptor binding set domain protein 1	−2.11
	Pim3	Proviral integration site 3	−3.63
	Taok3	Tao kinase 3	−3.41
	Pcgf2	Polycomb group ring finger 2	−1.90
	Fbxo3	F-box only protein 3	−1.90
	Dyrk1a	Dual-specificity tyrosine phosphorylation regulated kinase 1a	−2.13

## Discussion

Emerging data have demonstrated the crucial role of SCF-mediated KIT signaling in mast cell development [8], [18], [19], [20], [21]. Downstream from KIT receptor, PI3Kinase (PI3K) plays a critical role in mast cell development and its functions including growth, survival, differentiation, adhesion and migration [10]. PI3K is a complex of regulatory (p85) and catalytic subunits (p110), which gets activated upon binding to KIT receptor via its regulatory subunit. Current dogma in PI3K is that the primary function of regulatory subunits of class I_A_ PI3K is mainly to stabilize and activate the different p110 catalytic subunits. Recent studies have also shown the involvement of PI3K in abnormal KIT signaling due to activating KIT mutation (KITD816V in human and KITD814V in mouse), which causes hematologic malignancies including mastocytosis and mast cell leukemia [22], [23].

In this study, we evaluated the role of p85α regulatory subunit in mast cell growth, survival and cycling. We showed that genetic disruption of p85α results in defective SCF-mediated mast cell growth, survival and cycling. The defective SCF-mediated mast cell growth was observed irrespective of the presence of other PI3K regulatory subunits including p85β, p55α and p50α suggesting that p85α might play a unique role in SCF-mediated mast cell growth. These results were further supported by the fact that reconstitution of *p85α−/−* BMMCs with p85α completely corrects KIT-induced proliferation. These findings suggest that the defective SCF-mediated growth observed in *p85α−/−* BMMCs is a result of specific loss of p85α and not due to quantitative reduction in the overall expression of regulatory subunits.

To further identify the molecular mechanism (s) by which p85α regulates mast cell growth, survival and cycling, we performed microarray analyses to compare the gene expression profile of MCps derived from WT and p85α-deficient mice in response to SCF stimulation. We identified 151 unique genes that were altered in p85α-deficient MCps compared to WT MCps in response to SCF stimulation. Ingenuity pathway analysis was performed on these 151 altered genes, which revealed some interesting pathways that are effected due to deficiency of p85α including AKT and PDGF pathway which is important in cell growth and survival [24], [25]; IL-6, important in cell growth [26]; and Myc which is important in cell growth and survival [27]; TGF-β pathway which is important in cell migration [28]. Furthermore, the deficiency of p85α also enhances apoptotic signals in mast cells by upregulating genes involved in proteolysis and UBL conjugation pathway, which might be partly responsible for significantly reduced proliferation in response to SCF stimulation. Moreover, altered expression of cell cycle genes Rrm1 and Taok3 could also be important in regulating mast cell growth. 

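Of the proteolysis and UBL conjugation genes of Table 1, *Senp6* had a mean log2 ratio of 1.38 ± 3.80 (SD, n = 3) in *p85α−/−* over WT, and *Asb5* one of 0.96 ± 1.26. The other probes of *Senp6* had means between −0.43 and 1.62, 3 of them above 0 and 3 below. *Ubr2* had −1.53 ± 1.71 at its brightest probe, whereas its other 4 probes were above 0, and the mean over all its probes was 0.57. *Klk6* had −0.09 ± 0.31, 0.27 with each array's ratios centred on their median, and 1.23 in the authors' deposited table. In that table nearly all values of replicates 2 and 3 stand on other probes. *Rnf150* was not well above background in WT on any array and in *p85α−/−* on 1 array only. The adjusted p by limma's test was 0.918 for *Senp6*, 0.908 for *Asb5* and *Ubr2* and 0.971 for *Klk6*. Without replicate 2, *Senp6* had a log2 ratio of 3.57 and passed both of the paper's criteria, as it did in the deposited table at 2.48, and without replicate 1, *Ubr2* did so at −2.51.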

Rrm1 is a negative regulator of PI3K activity through induction of PTEN expression [29], the expression of which is enhanced in absence of p85α regulatory subunit. Taok3 is an enhancer of ERK activity [16], which is down regulated in absence of p85α. Thus p85α might directly or indirectly via. HNF4A regulate the expression of these genes in response to SCF stimulation. Moreover, p85α might regulate mast cell migration via. TGF-β pathways as indicated by IPA result.

These findings have high significance in clinical implications as mast cells are increasingly recognized as key components in regulating tumor progression as well as inflammatory diseases including multiple sclerosis [2], rheumatoid arthritis [3] and coronary artery disease [3] and inflammatory diseases [4]. Previous studies have also shown increased mast cell infiltration with worse prognosis in many human cancers [30], [31]. This study provides insight into proteins that regulate SCF-mediated mast cell growth, survival, and cycling, which can be further explored to develop future therapeutic treatments to human diseases involving mast cells.

## Materials and Methods

### Cytokines, Antibodies and Reagents

Recombinant murine interleukin-3 (IL-3) and stem cell factor (SCF) were purchased from Pepro Tech (Rocky Hill, NJ). Phycoerythrin (PE)-conjugated KIT antibody, fluorescence isothyocyanate (FITC)–conjugated IgE receptor antibody, PE-conjugated annexin V antibody and 7-Amino actinomycin D (7-AAD) were purchased from BD Biosciences (San Jose, CA). Rabbit anti-p85 pan antibody (clone UB93-3) and mouse anti-p85α–specific antibody (clone AB6) were purchased from Upstate Biotechnology Inc., (Lake Placid, NY). Retronectin was purchased from Takara (Madison, WI). Iscove's Modified Dulbecco's Medium (IMDM) was purchased from Invitrogen (Carlsbad, CA). [^3^H] thymidine was purchased from PerkinElmer (Boston, MA).

### Mice

*p85α−/−* mice have been previously described_ENREF_28 [32]. All mice were maintained under specific pathogen-free conditions at the Indiana University Laboratory Animal Research Center (Indianapolis, IN). All studies were approved by the Indiana University Laboratory Animal Resource Center (Study # 3137 and Study # 937).

### RNA isolation and cDNA preparation from murine spleen

Cells were harvested from wild-type C57BL/6 mice by flushing out the spleen using IMDM media and the low density cells were collected after density gradient centrifugation using Histopaque 1083. Total RNA was isolated from these cells using QIAGEN RNeasy Kit. Total RNA isolated was quantified and also purity was measured using spectrophotometer. cDNA for RT-PCR was prepared from 5 µg of total RNA using SuperScript First-Strand Synthesis System as per instructions (Invitrogen, Carlsbad, CA). 1 µg of cDNA was used to isolate gene of interest by PCR amplification with specific primers (see below).

### Construction of p85α subunit

RNA was isolated and cDNA was prepared from murine spleen. Following synthesis of cDNA, the following primers were used for p85α PCR: forward, 5′-GAATTCATGTACCCATACGATGT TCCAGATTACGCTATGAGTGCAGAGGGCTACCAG; reverse, 5′-CTCGAGTCATCGCCTCTG TTGTGCATATAC. Restriction sites used for cloning purposes have been underlined. PCR was performed using the following conditions: an initial denaturation step at 94°C for 2 min followed by 23 cycles of 94°C for 30 s, 60°C for 1 min, and 72°C for 2 min, with a final step of 72°C for 7 min. The plasmid have a HA tag at the amino terminus and was cloned into the EcoRI/XhoI site upstream of an internal entry site and the enhanced green fluorescence (EGFP) protein containing bi-cistronic retroviral vector MIEG3.

### Preparation of retroviral supernatants for transduction

Retroviral supernatants for transduction of primary mast cell progenitors (MCp) were generated using the Phoenix ecotropic packaging cell line (provided by Dr. Garry Nolan, Stanford University, Stanford, CA) transfected with retroviral vector plasmids using a calcium phosphate transfection kit (Invitrogen, Carlsbad, CA) [33]. Supernatants were collected after 48 hours of transfection and filtered through 0.45 uM membranes.

### Generation of *in vitro* bone marrow derived mast cells (BMMC) from wildtype (WT) and *p85α−/−* mice

To generate BMMCs, low density mononuclear cells (LDMNC) were isolated from WT and *p85α−/−* mice and cultured in IMDM supplemented with 10% FBS, 2% penicillin/streptomycin and 10 ng/mL of IL-3 for 3–4 weeks. These cells were used at different stages for growth, survival and cell cycle experiments.

### Expression of vector or p85α into mast cell progenitors (MCp)

To express vector or p85α subunit in MCps, LDMNCs were collected from WT and *p85α−/−* mice, and pre-stimulated in IMDM supplemented with 20% FBS, 2% penicillin/streptomycin, and cytokines (100 ng/mL SCF and 10 ng/mL IL-3) for 48 hours prior to retroviral infection on fibronectin fragments (Retronectin) in non-tissue culture plates. On third day, MCps were infected with 4 mL of high-titer retroviral supernatants for vector or p85α prepared as described above. A second shot of viral infection was given twenty four hours later. Forty-eight hours after the second infection, cells expressing EGFP were sorted and utilized to perform all experiments.

### Proliferation assay

Cell proliferation was assessed by conducting a thymidine incorporation assay as described [34]. Briefly, cells were washed twice with warm IMDM and starved in IMDM supplemented with 0.2% BSA for 6 to 7 hours. 5×10^4^ cells were plated in a 96-well plate in 200 µl of IMDM supplemented with 10% fetal bovine serum plus 2% penicillin/streptomycin in the presence or absence of SCF. Cells were cultured for 48 hours and subsequently pulsed with 1.0 µCi of [^3^H] thymidine for 6 to 8 hours at 37°C. Cells were harvested using an automated 9-well cell harvester (Brandel; Gaithersburg, MD) and thymidine incorporation was determined as counts per minute (CPM).

### Apoptosis and Cell Cycle

To determine the cell cycle and apoptosis, cells were washed 2 times with IMDM to remove any serum or cytokines. The cells were then starved for 7 hours in IMDM supplemented with 0.2% BSA. Then, 0.2×10^6^ cells were cultured in the presence or absence of SCF (100 ng/mL). After 48 hours, cells were washed with PBS and the percentage of cell death was determined by annexin V and 7-AAD staining. Cells were re-suspended in 1× annexin V binding buffer and incubated for 30 min at 4°C. Cells were incubated with 5 µL each of annexin V and 7-AAD for 20 min at room temperature in the dark. After incubation, percentage of apoptotic cells (annexin V and 7-AAD positive) was determined using flow cytometry. For cell cycle analysis, cells were labeled by propidium iodide (PI) and analyzed by flow cytometry.

### Sample preparation for microarray analysis

LDMNCs were harvested from 3 independent WT and *p85α−/−* mice and cultured in IMDM supplemented with 10% fetal bovine serum, 2% penicillin/streptomycin, and 10 ng/mL of IL-3 for 7 days. Cells were collected by centrifugation, resuspended in 200 µL PBS containing 0.2% BSA, and then incubated with 5 µg of anti-PE-KIT and anti-FITC-IgE antibody for 30 min at 4°C. Cells were washed with PBS containing 0.2% BSA to remove any unbound antibodies. The mast cell population that demonstrated double expression of KIT and IgE receptors was then sorted and collected. The sorted cells were then stimulated with SCF (100 ng/mL) for 48 hours, after which, they were pelleted, frozen immediately and stored at −80°C until further use for microarray analysis.

### Microarray processing and data analysis

Frozen mast cells stimulated with SCF (100 ng/mL) from 3 independent WT and *p85α−/−* mice (as described above) were sent to Miltenyi Biotech to carry out the microarray analysis. Due to smaller sample size (<10,000 cells), super-amplification technology was used for the analysis. This amplification was based on a global PCR protocol using mRNA-derived cDNA. mRNA was isolated *via* magnetic bead technology. Amplified cDNA from the mRNA samples was quantified and quality was evaluated by capillary electrophoresis on an Agilent 2100 Bioanalyzer platform (Agilent Technologies; Santa Clara, CA). 250 ng of WT and *p85α−/−* cDNAs was labeled with fluorescent dye cy3 or cy5 and simultaneously hybridized overnight (17 hours, 65°C) to an Agilent whole-mouse genome oligo microarray 4×44 K. In order to avoid differential incorporation of the 2 dyes into target samples, dye incorporation rate was carefully monitored. To avoid breakdown of cy5 by ozone, an ozone-free microarray facility in Miltenyi Biotech was maintained with specially installed ozone extractors. Subsequently, microarrays were washed and signals were detected using Agilents DNA microarray scanner. Probe-set intensities were obtained and a quantile normalization procedure was used to adjust for the difference in probe intensity distribution across different chips. For our analysis, we included genes that showed a fold-change >1.5 and *p*<0.05.

### Quantitative PCR analysis

Total RNA was isolated using the RNeasy Minikit (Qiagen) and then treated with TURBO DNase (Ambion) to remove genomic DNA. Single-stranded cDNA was synthesized using Omniscript reverse transcriptase (Qiagen) according the manufacturer's instructions. Gene expression was analyzed on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems) using TaqMan Gene Expression Assays (Applied Biosystems) and the FastStart Universal Probe Master Mix (Roche). For data analysis, ΔCT values were calculated using ß-Actin (*Actb*) expression as an internal control. Fold change between wild-type and p85α samples was calculated using the 2^(ΔΔCT)^ method. Data are representative of three technical replicates for one biological sample. Expression was principally confirmed by two biological replicates.

### Statistics

All graphical data was evaluated by paired Student *t-* test and results were considered significantly different with *p*-value <0.05. All data are represented as mean values ± standard deviations (SD).

## Supporting Information

Table S1 **List of genes altered in** ***p85α−/−*** **MCp's in response to SCF stimulation.** Low density mononuclear cells (LDMNC) were isolated from three pairs of WT and *p85α−/−* mice and cultured independently in the presence of IL-3 (10 ng/mL) for 1 week. KIT and IgE receptor double positive mast cells were sorted by using FACS. Sorted mast cells were stimulated with SCF (100 ng/mL) for 48 hours and then sent for microarray analysis for gene expression profiling. Altered expression of genes in *p85α−/−* MCp's in response to SCF stimulation compared to WT controls were listed in Table S1.
(DOC) Click here for additional data file.

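The copy of Table S1 used here holds 114 of the 151 genes that the paper gives, 39 as higher and 75 as lower. Probes tested on the arrays were found for 110 of the 114 by gene name. Computed from the scanner's intensities, the mean log2 ratio of the brightest probe had the direction given in the table for 74 of these 110 genes. Among the 44 genes with 1 probe, the scanner software's ratios had that direction for 44, 22 and 19 on replicates 1, 2 and 3. No overlap, enrichment or set test was run on this list, because it holds only part of the table and was chosen on the same arrays.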

# Supplementary material for: Class IA PI3Kinase Regulatory Subunit, p85α, Mediates Mast Cell Development through Regulation of Growth and Survival Related Genes
**Source:** PLoS One. 2012 Jan 4;7(1):e28979. doi: 10.1371/journal.pone.0028979
**Supplement:** Table S1 — List of genes altered in p85α−/− MCp's in response to SCF stimulation. Low density mononuclear cells (LDMNC) were isolated from three pairs of WT and p85α−/− mice and cultured independently in the presence of IL-3 (10 ng/mL) for 1 week. KIT and IgE receptor double positive mast cells were sorted by using FACS. Sorted mast cells were stimulated with SCF (100 ng/mL) for 48 hours and then sent for microarray analysis for gene expression profiling. Altered expression of genes in p85α−/− MCp's in response to SCF stimulation compared to WT controls were listed in Table S1.

**Table S1. List of genes altered in *p85α-/-* MCp’s in response to SCF stimulation.**

| **Gene Symbol** | **Gene description** | **Fold Change** | **p-Value** |
| --- | --- | --- | --- |
| 4930447A16Rik | RIKEN cDNA 49300447A16 gene | -7.69 | 0.02 |
| Cdh8 | Cadherin 8 | -7.09 | 0.05 |
| Atpbd4 | ATP binding domain 4 | -6.37 | 0.008 |
| 1810047C23Rik | RIKEN cDNA 18104723C23 gene | -612 | 0.03 |
| Qsox1 | Quiescin Q6 sulfhydryl oxidase 1 | -5.58 | 0.03 |
| A030006P16Rik | Keratin associated protein 17-1 | -5.21 | 0.024 |
| NAP069078-1 | NAP069078-1 | -4.64 | 0.001 |
| 1700017D01Rik | 1700017D01Rik | -4.63 | 0.01 |
| AK047500 | AK047500 | -4.5 | 0.007 |
| Laptm4t | Lysosomal-associated protein transmembrane 4B | -4.13 | 0.005 |
| 9330155M09Rik | RIKEN cDNA 9330155M09 gene | -3.85 | 0.02 |
| Txndc5 | Thiroedoxin domain containing 4 | -3.72 | 0.001 |
| Pim3 | Proviral integration site 3 | -3.64 | 0.000904 |
| Tcf20 | Transcription factor 20 | -3.5 | 0.01 |
| Taok3 | TAO kinase 3 | -3.41 | 0.02 |
| Tc1531727 | TC1531727 | -3.38 | 0.02 |
| 4922502D21Rik | RIKEN cDNA 4922502D21 gene | -3.33 | 0.02 |
| Ubl4b | Ubiquitin-like 4B | -3.32 | 0.03 |
| Sic1a1 | Solute carrier family 1 | -3.28 | 0.05 |
| D330028D13Rik | RIKEN cDNA D330028D13 gene | -3.15 | 0.01 |
| 1700069L16Rik | RIKEN cDNA 1700069L16 gene | -3.09 | 0.02 |
| Uimc1 | Ubiquitin interaction motif containing 1 | -3.06 | 0.02 |
| Cbx5 | Chromobox homolog 5 | -2.95 | 0.04 |
| Bpgm | 2.3-bisphosphoglycerate mutase | -2.95 | 0.03 |
| 1200009106Rik | RIKEN cDNA 1200009106 gene | -2.93 | 0.02 |
| Dus 1l | Dihydrouridine synthase 1-like | -2.86 | 0.02 |
| A_52_P868798 | A_52_p868798 | -2.98 | 0.03 |
| Pofut1 | Protein O-fucosyltransferase 1 | -2.67 | 0.04 |
| D830039M14Rik | RIKEN cDNA D830039M14 gene | -2.58 | 0.04 |
| BC049715 | Hypothetical protein LOC100044248 | -2.54 | 0.02 |
| AB182283 | AB182283 | -2.48 | 0.05 |
| 2310040A13Rik | WD repeat domain 20A | -2.44 | 0.02 |
| Nbn | Nibrin | -2.41 | 0.02 |
| Olfr414 | Olfactory receptor 414 | -2.31 | 0.03 |
| NAP123291-1 | NAP123291-1 | -2.28 | 0.04 |
| ENSMUST00000101328 | ENSMUST00000101328 | -2.28 | 0.03 |
| Sema3d | Sema domain, immunoglobulin domain | -2.26 | 0.04 |

**Table S1. List of genes altered in *p85α-/-* MCp’s in response to SCF stimulation (con’t).**

| **Gene Symbol** | **Gene description** | **Fold Change** | **p-Value** |
| --- | --- | --- | --- |
| 1700023L04Rik | RIKEN cDNA 1700023L04 gene | -2.21 | 0.04 |
| Sic25a10 | Solute carrier family 25, member 10 | -2.21 | 0.03 |
| Arthgef3 | Rho guanine nucleotide exchange factor (GEF)3 | -2.19 | 0.05 |
| 1700021K19Rik | RIKEN cDNA 1700021K19 gene | -2.18 | 0.03 |
| Dyrk1a | Dual-specificity tyrosine-(Y)-phosphorylationregulated kinase 1a | -2.13 | 0.04 |
| Nsd1 | Nuclear receptor-binding SET-domain protein 1 | -2.12 | 0.03 |
| Abca12 | ATP-binding cassette, sub-family A (ABC1) | -2.11 | 0.02 |
| Defb41 | Defensin beta 41 | -2.11 | 0.02 |
| Deaf1 | Deformed epidermal autoregulatory factor 1 | -2.10 | 0.02 |
| D930016D06Rik | RIKEN cDNA D930016D06 gene | -2.10 | 0.02 |
| Mbnl1 | Muscleblind-like 1 | -2.04 | 0.009 |
| AK087625 | AK087625 | -2.04 | 0.04 |
| Stard3 | START domain containing 3 | -2.03 | 0.02 |
| Zfp667 | Zinc finger protein 667 | -2.02 | 0.04 |
| Gls | Glutaminase | -1.97 | 0.04 |
| Cain1 | Calneuron 1 | -1.92 | 0.04 |
| Fbxo3 | F-box protein 3 | -1.91 | 0.04 |
| Pcgf2 | Polycomb group ring finger 2 | -1.90 | 0.02 |
| F730031O20Rik | Cas scaffolding protein family member 4 | -1.88 | 0.02 |
| ENSMUST00000061772 | ENSMUST00000061772 | -1.86 | 0.009 |
| AK085452 | Predicted gene 9973 | -1.84 | 0.017 |
| Nudt16l1 | Nudix type motif 16-like 1 | -1.77 | 0.02 |
| Psme4 | Proteasome activator subunit 4 | -1.77 | 0.04 |
| 4933404M19Rik | RIKEN cDNA 4933404M19 gene | -1.77 | 0.04 |
| Rp2h | Retinitis pigmentosa 2 homolog | -1.75 | 0.02 |
| Rsad2 | Radical S-adenosyl methionine domain containing 2 | -1.74 | 0.02 |
| Amtl2 | Aryl hydrocarbon receptor nuclear translocator | -1.73 | 0.01 |
| LOC620807 | LOC620807 | -1.72 | 0.04 |
| Mov10l1 | Moloney leukemia virus 10-like 1 | -1.70 | 0.04 |
| Pex11c | Peroxisomal biogenesis factor 11 gamma | -1.70 | 0.03 |
| Zdhhc5 | Zinc finger, DHHC domain containing 5 | -1.68 | 0.02 |
| Olfr309 | Olfactory receptor 309 | -1.66 | 0.01 |
| Zfp592 | Zinc finger protein 592 | -1.66 | 0.02 |
| Btn1a1 | Buytophilin, subfamily 1 member A1 | -1.65 | 0.005 |
| Fbln5 | Fibulin 5 | -1.64 | 0.02 |
| 2310021P13Rik | RIKEN cDNA 2310021P13 gene | -1.64 | 0.02 |
| Ubie | Methyltransferase like 7A2 | -1.63 | 0.04 |
| P4ha3 | Procollagen-proline, 2-oxoglutarate 4-dioxygenase alpha polypeptide III | -1.56 | 0.03 |

**Table S1. List of genes altered in *p85α-/-* MCp’s in response to SCF stimulation (con’t).**

| **Gene Symbol** | **Gene description** | **Fold Change** | **p-Value** |
| --- | --- | --- | --- |
| Mobkl1a | MOB1, Mps One Binder kinase activator-like 1A | 1.77 | 0.01 |
| Smgc | Submandibular bland protein C | 1.79 | 0.04 |
| AA536717 | AA536717 | 1.79 | 0.04 |
| AK033099 | AK033099 | 1.79 | 0.01 |
| Phip | Pleckstrin homology domain interacting protein | 1.82 | 0.01 |
| Ubr2 | Ubiquitin protein ligase E3 component n-recognin 2 | 1.85 | 0.05 |
| Trps1 | Trichorhinophalangeal syndrome l | 1.87 | 0.02 |
| Phox2a | Paired-like homeobox 2a | 1.88 | 0.03 |
| Sptlc1 | Serine palmitoyltransferase, long chain base subunit 1 | 1.92 | 0.01 |
| AK033617 | AK033617 | 1.92 | 0.007 |
| Klk6 | Kallikrein related-peptidase 6 | 1.93 | 0.02 |
| Prdm4 | PR domain containing 4 | 1.95 | 0.01 |
| Lyrm5 | LYR motif containing 5 | 1.95 | 0.04 |
| AK019507 | AK019527 | 1.97 | 0.01 |
| Bub3 | Budding uninhibited by benzimidazoles 3 homolog | 2.10 | 0.01 |
| Sufu | Suppressor of fused homolog | 2.10 | 0.01 |
| Fert2 | Fer (fms/fps related) protein kinase, testis specific 2 | 2.25 | 0.006 |
| 2610020C11Rik | Zinc finger protein 157 | 2.26 | 0.03 |
| AK082639 | AK082639 | 2.30 | 0.01 |
| Agps | Alkylglycerone phosphate synthase | 2.30 | 0.04 |
| Ift81 | Intraflagellar transport 81 homolog | 2.42 | 0.03 |
| Ucp2 | Uncoupling protein 2 | 2.43 | 0.02 |
| AK047379 | AK047379 | 2.45 | 0.003 |
| A630007B06Rik | RIKEN cDNA A630007B06 gene | 2.45 | 0.03 |
| D930043O14Rik | RIKEN cDNA D930043O14 gene | 2.51 | 0.04 |
| Cetn1 | Centrin 1 | 2.64 | 0.05 |
| Hisppd2a | Histidine acid phosphatase domain containing 2A | 2.66 | 0.02 |
| Asb5 | Ankyrin repeat and SOCs box-containing 5 | 2.80 | 0.01 |
| Kcnj14 | Potassium inwardly-rectifying channel, subfamily | 2.88 | 0.03 |
| 4930413O22Rik | RIKEN cDNA 4930413O22 gene | 3.34 | 0.006 |
| AK082897 | AK083897 | 3.48 | 0.01 |
| Acad11 | Acyl-Coenzyme A dehydrogenase family | 3.90 | 0.02 |
| Lin9 | Lin-9 homolog | 4.17 | 0.03 |
| Zfp26 | Zinc finger protein 26 | 4.30 | 0.006 |
| Rnf150 | Ring finger protein 150 | 4.40 | 0.01 |
| NAP028759-1 | NAP028759-1 | 4.43 | 0.005 |
| 2610016C23Rik | Family with Sequence similarity 54, member A | 4.58 | 0.01 |
| Ttc29 | Tetratricopeptide repeat domain 29 | 4.65 | 0.002 |
| 1110032A13Rik | RIKEN cDNA 1110032A13 gene | 6.83 | 0.04 |

How the deposited data were processed for this re-analysis (not part of the article)

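Gene expression of KIT and IgE receptor double positive MCps from 3 WT and 3 *p85α−/−* mice, grown in IL-3 and stimulated with SCF, was measured on 3 Agilent arrays with 2 dyes. Each array paired 1 WT culture (Cy3) with 1 *p85α−/−* culture (Cy5). No array had the dyes swapped. All arrays were on 1 slide and were scanned on 1 day, so there was no batch to test. No other per-sample columns were found.

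The authors deposited 1 scanner file per array, made with Agilent Feature Extraction, and 1 table of processed values. The deposited intensity values are the mean brightness of each spot and the median of its local background, without normalization, next to processed intensity values that the software had corrected for background and dye, and flags for outlier spots and spots well above background. The deposited log10 ratio of red over green is computed by that software from the processed values. The authors' table holds 1 log10 ratio per probe and array. For replicate 1 it equals the scanner's log10 ratio on all 40929 probes with 1 spot. For replicates 2 and 3 nearly all of these values are in the column of their array (40879 and 40889), but 190 and 226 stand on their own probe. The table was therefore used only as an alternative. The paper's methods state quantile normalization across chips, and its text states Student's t-test in Partek with a fold change of at least 1.5 and p under 0.05.

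From the scanner files, normexp background correction (offset 50) was applied to the mean signals with the background medians, followed by quantile normalization of the 6 channels on the log2 scale, in R 4.3.3 with limma 3.58.1. Control spots and spots with an outlier flag were then left out, and spots of one probe were averaged. Of 41174 probes, 41157 had a value on all 3 arrays. The log2 ratio of *p85α−/−* over WT on each array was fitted with an intercept only and tested with limma's moderated test (eBayes) and Benjamini-Hochberg adjustment over all tested probes. The ratio within an array pairs the cultures hybridized together. No spot was saturated (0 in every channel). Gene names are those of the array's design. A transcript accession was found in a RefSeq table of GRCm38.p6 for 22943 of the tested probes (55.7%), and genes were looked up by name or by such an accession. Probe positions are those of the array's annotation, which names no genome build.

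Genes were chosen by a rule written before the data were examined, as were the main settings and all alternatives except those said to be added. The rule takes *Pik3r1*, every gene the paper names, every gene of Tables 1 and 2, and the 5 highest and 5 lowest probes by mean log2 ratio among probes with an adjusted p under 0.05 or, where there were fewer than 5, among probes past 1.5-fold and an unadjusted p under 0.05 that were well above background in at least 1 channel of every array and had the same sign on all 3. *Pik3ca* comes from a list of PI3K genes written at the same time and was singled out after its values were seen. Results for some of the genes that this rule takes are not reported here. For each gene the probe with the highest mean log2 intensity was used. Lists of cell cycle, BCL2 family, mast cell, neutrophil, macrophage and basophil genes were tested with camera (preset correlation 0.01) and fry, and each median was placed among 10000 random lists matched on intensity.

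The alternatives were loess with Aquantile normalization, median centring, no background subtraction, the software's processed signals, its log ratio, the authors' table, a filter on dim probes, outlier spots kept, the methods' t-test (unpaired and paired), limma without the pairing by array, each replicate left out in turn, and the mean over all probes of a gene. The procedure was tested on simulated log2 ratios for the 41157 probes with 200 changed by known amounts. With a spread far smaller than on the real arrays it called 90% of the changed probes at an adjusted p under 0.05. With the spread of the real arrays it called 0, while 74% of the changed and 2204 unchanged probes passed 1.5-fold and an unadjusted p under 0.05. The number of arrays limits the precision. Quantitative PCR, flow cytometry and proliferation experiments of the paper were not analysed here.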

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

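The alternatives and the statement on dyes used here were planned, and *Kit* and *Pik3ca* were singled out only after their values were seen.

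The paper discusses the receptor KIT, which was used to sort the cells, but its text, Tables 1 and 2 and the available part of Table S1 give no array value of *Kit*. Its only probe was higher in the cultures labeled *p85α−/−* on all 3 arrays, by log2 ratios of 1.45, 2.19 and 2.54, with a mean of 2.06 ± 0.56 (SD, n = 3) and an adjusted p of 0.784 by limma's test. It passed 1.5-fold at an unadjusted p under 0.05. With 1 replicate left out in turn the mean stayed between 1.82 and 2.37, and with median centring it was 3.03. In the authors' deposited table, where nearly all values of replicates 2 and 3 stand on other probes, it was 0.58. No other probe of the gene was there to compare. WT carried Cy3 on all 3 arrays, so a dye effect and an effect of genotype cannot be told apart at this probe. A difference between genotypes remains open and was not tested separately from the dye.

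*Pik3ca*, which encodes the catalytic subunit p110α that p85α binds, has no array value in the paper's text, in Tables 1 and 2 or in the available part of Table S1. Its brightest probe had log2 ratios of 3.04, 2.20 and 2.85, with a mean of 2.70 ± 0.44 (SD, n = 3) and an adjusted p of 0.763 by limma's test. The other probe had a mean of 0.47 ± 1.06, and the mean over both probes was 1.59. That other probe was dim, well above background on 1 of 3 arrays in WT and on 2 of 3 in *p85α−/−*. The deposited table, with the limit given for *Kit*, gave 1.52. As for *Kit*, the dyes were the same on 3 of 3 arrays. The gap between the probes was not explained by any test run here, and a difference between genotypes remains open, untested apart from the dye. Other subunits that the paper names went different ways. *Pik3cb* (p110β) had −1.53 ± 1.16 and *Pik3r2* (p85β) −1.20 ± 1.00, both lower on all 3 arrays. *Pik3cd* (p110δ) had 1.49 ± 2.64. The other probes of *Pik3cb* and *Pik3cd* had means of 0.65 and 0.39. The adjusted p by limma's test was 0.908 for each of these 3 genes.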

How the results depend on the processing

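The quantile normalization of the authors' deposited table was chosen only after seeing the data, and the other alternatives were planned.

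No probe had an adjusted p under 0.05 under any of 14 alternatives, by limma's test or by the methods' t-test, and between 1262 and 3165 probes had an unadjusted p under 0.05. The lowest adjusted p of limma's or the methods' t-test ran from 0.368 to 1.000 over them. Probes past 1.5-fold and an unadjusted p under 0.05 numbered 1829, and 1125 and 819 by the methods' t-test, unpaired and paired. They numbered between 1555 and 3165 with 1 replicate left out, the highest without replicate 2, where 47.5% were higher against 62.6%. Without the pairing by array, limma's test, which here has no replicate block, gave 1809. The deposited table gave 1262, of which 110 were also among the 1829, and 1370 after quantile normalization. Median centring moved the median of all probes from −0.05 to 0.09, by less than it moved *Pim3* and *Klk6*.

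Of the 16 genes of Table 1, between 8 and 14 were higher over 12 alternatives. Of the 19 of Table 2, 9 were lower under median centring. The median log2 ratio of the BCL2 family list, 0.13, was 0.61 under median centring, 0.16 over the mean of all probes of a gene, both with a camera p under 0.05, and −0.17 in the deposited table, and ran from −0.20 to 0.28 with 1 replicate left out. The cell cycle list, 0.19, was at 0.28 in the deposited table and at 0.097 without replicate 3, in both no longer past the threshold, and ran from 0.071 to 0.65 with 1 replicate left out. The mast cell list, 0.92, was at 0.41 in the deposited table, no longer past the threshold. Under median centring it was at 1.80 and the cell cycle list at 0.72. With the software's log ratio the cell cycle list was at 0.54.

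Changes of sign were followed gene by gene only for the genes given singly at the claims except *Rnf150*, for *Kit*, *Pik3ca* and the 5 highest and 5 lowest probes. Other genes of Tables 1 and 2 changed sign too, among them the dim *Rnf150*, at −0.085 in the deposited table. Among those followed, the sign changed in the deposited table for *Pik3r1* (−0.14), *Nsd1* (−1.61), *Klk6* (1.23) and Ccdc115 (0.054). It changed under median centring for *Pim3* (0.050) and *Klk6* (0.27), and over the mean of all probes for *Ubr2* (0.57). With 1 replicate left out, *Rrm1* ran from −0.47 to 1.45 and *Klk6* from −0.27 to 0.028. On replicates 2 and 3 of the deposited table, only 190 and 226 of 40929 probes with 1 spot carry the scanner's ratio of that probe. The changes of sign in that table therefore cannot be read as an effect of processing. For the other settings, apart from the samples left out, the cause was not tested. WT signal was well above background on 69.4% to 85.3% of spots, which limits what dim probes can show.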

Differences from the paper's values

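The choice of the nearest probe in the deposited table and the comparison by a common SD were made only after the result was seen, and every other setting named here was chosen before the data were examined.

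The paper states 151 unique genes past 1.5-fold and p under 0.05. Here 1761 gene names passed them by limma's test. None of the 14 alternatives came within 1.5 times the paper's number, the methods' t-test included.

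The folds below are signed, negative where the gene was lower in *p85α−/−*, and a difference is one of sign or of more than the SD, on the log2 scale, of the arrays used under the setting in question, so that a setting with a wider spread closes a gap more easily and one with 2 arrays and a narrow spread less so. Of 36 genes with a fold in the paper, 22 differed, 11 of them in sign. One of them is *Bub3*, for which Table 1 gives 20.9 and Table S1 gives 2.10, and from the paper's 2.10 the value here differs by less than the SD. With the deposited table in place of the scanner's intensities, 6 differed, not counting *Rnf150*, which is too dim in WT for more than a bound and had the opposite sign there. In that table nearly all values of replicates 2 and 3 stand on other probes, so a value close to the paper's there is no separate measurement of the gene. The fold was −1.06 against the paper's 1.92 for *Klk6*, −1.59 against the paper's 1.74 for *Il23r*, −1.45 against the paper's 2.11 for *Sufu*, −1.05 against the paper's 1.58 for *Olfr1179*, 1.66 against the paper's −2.11 for *Nsd1*, 1.18 against the paper's −1.90 for *Pcgf2*, −1.21 against the paper's −3.63 for *Pim3*, −1.20 against the paper's −2.03 for *Mbnl1*, −1.23 against the paper's −1.56 for *Col2a1* and 1.25 against the paper's −2.18 for *Arhgef3*, and of the alternatives only the deposited table brought each within its SD. For 3 genes no alternative brought the value within its SD, with folds of −2.89 against the paper's 1.84 for *Ubr2*, 5.85 against the paper's −3.41 for *Taok3* and 3.01 against the paper's −1.77 for *Psme4*. The fold was 4.73 against the paper's 20.9 for *Bub3* and 1.08 against the paper's 2.63 for *Cetn1*, and of the alternatives only median centring and the deposited table brought each within its SD. The fold was 1.06 against the paper's 1.67 for *Atp6v1b2* and −1.98 against the paper's −7.09 for *Cdh8*, and of the alternatives only the software's processed signals, the software's log ratio and the deposited table brought each within its SD. The fold was −1.01 against the paper's 1.73 for *Olfr1107*, and of the alternatives only median centring, no background subtraction, the software's processed signals, the software's log ratio, the deposited table and leaving out replicate 3 brought it within its SD. The fold was 1.22 against the paper's 1.57 for *Gpr21*, and of the alternatives only median centring, the software's processed signals, the software's log ratio and the deposited table brought it within its SD. The fold was 1.41 against the paper's 2.30 for *Agps*, and of the alternatives only median centring, the deposited table, leaving out replicate 2 and leaving out replicate 3 brought it within its SD. The fold was −1.02 against the paper's −1.72 for *Arntl2*, and of the alternatives only the software's processed signals brought it within its SD. The fold was −1.50 against the paper's −3.06 for *Uimc1*, and of the alternatives only the software's processed signals, the software's log ratio, the deposited table and leaving out replicate 1 brought it within its SD.

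With the SD of the 3 arrays from the scanner's intensities in place of each setting's own, leaving out replicate 2 would also reach the paper's value for *Bub3* and *Uimc1*, leaving out replicate 3 for *Il23r*, *Col2a1* and *Arhgef3*, and the mean of all probes for *Ubr2*. By that SD the deposited table would no longer reach it for *Bub3*, *Pcgf2*, *Uimc1*, *Mbnl1* and *Col2a1*, median centring for *Cetn1*, the software's processed signals for *Atp6v1b2* and *Arntl2*, leaving out replicate 1 for *Uimc1*, and leaving out replicate 2 or 3 for *Agps*.

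In the deposited table, the probe nearest to the paper's fold gave 1.90 for *Ubr2*, −3.49 for *Taok3*, −1.86 for *Psme4* and −2.66 for *Arntl2*, a choice made after seeing the values and one that favours a close value by construction.

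Of the genes of Tables 1 and 2, none was past both criteria here in the paper's direction, and some were under single alternatives. In the deposited table these were *Senp6*, *Lin9*, *Uimc1*, *Pim3* and *Cdh8*. With the software's processed signals it was *Lin9*, with median centring and with dim probes left out *Bub3*, without replicate 2 *Senp6*, *Bub3* and *Pou4f3*, and without replicate 3 *Cdh8*.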

Other observations

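The tests of the deposited table, of the scanner files' probe names, of the study's fold changes, of exchanged dyes and of the spots of a probe, and the count of large log2 ratios, were chosen only after the result was seen, and the list that decides the test on the share of mast cells was changed from macrophage to neutrophil after the values were seen.

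In the authors' deposited table, 40879 and 40889 of the 40929 values of replicates 2 and 3 at probes with 1 spot are found among the scanner's log10 ratios of the same array (tolerance 1.5e-05), but only 0.464% and 0.552% stand on their own probe, against 100% for replicate 1. Across these probes, which are not independent replicates, r between table and scanner was 0.003 for replicates 2 and 3 and 1.00 for replicate 1. A candidate explanation is that the values of replicates 2 and 3 were listed under other probes' names. Exchanged names in the scanner files are argued against by the log2 intensities there, whose lowest r between 2 channels was 0.711 across 41157 probes. Where the order was changed remains open, and no biological explanation was tested.

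Of the genes of Tables 1 and 2, 13 have 1 probe, and in the deposited table the study's direction was found for 13 of them on each of replicates 2 and 3. In the scanner's ratios it was found for 13 on replicate 1, 6 on replicate 2 and 5 on replicate 3. In the available part of Table S1, given as a tally only, 44 genes have 1 probe, and their direction was found for 44, 22 and 19 on replicates 1, 2 and 3 in the scanner's ratios and for 44 on each in the deposited table. These values are consistent with the hypothesis that the study's gene list was computed from values of replicates 2 and 3 under other probes' names. The genes were chosen by the study on these arrays, the formula behind its folds was not recovered, and other routes to the same values remain open.

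The log2 ratios were nearly unrelated between the arrays. The noise of single spots is argued against by the 245 probes with several spots, whose lowest r between 2 spots within an array was 0.988. Pairs of different probes of a gene (4794) had r of 0.12, 0.22 and 0.14 within replicates 1, 2 and 3, and of 0.07, 0.06 and 0.01 between arrays. So low an r within an array leaves noise of single probes open. An exchange of dyes on 1 array would make it run against the others, yet the lowest, over arrays, of an array's higher r was 0.0088, which cannot settle the matter where all arrays are nearly unrelated. Amplification of cDNA from few cells and differences between the mice were not tested and remain open.

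Of the 1829 probes past 1.5-fold and an unadjusted p under 0.05, noise of single probes as the whole cause is argued against by the other probe of the gene, which went the same way in 503 of 818 genes (61.5%, exact 95% interval 58.1% to 64.8%). Turning round replicate 1, 2 or 3 gave 996, 2512 or 1185 probes, so 2 of 4 sign patterns, the real one included, gave as many. With only 4 patterns, chance could not have been excluded whatever their counts. Probes not well above background in any channel made up 0% of those past both criteria and 3.79% of all, a comparison that the offset of 50 largely fixes, since it pulls the ratios of dim probes to 0, so nearness to background is not decided by it. The dyes were never swapped (3 of 3 arrays with WT in Cy3) and dye and genotype cannot be told apart.

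A log2 ratio of over 3 on every array was found for 19 probes and one below −3 on every array for 0, against 2 and 0, 7 and 4, and 3 and 6 with replicate 1, 2 or 3 turned round. Of the 5 highest probes named above, Jtb and Rbx1 each had another probe that was also high, with mean log2 ratios of 3.32 and 3.91, while the third probe of Rbx1 had −0.61 and the other probe of 1110014J01Rik −0.38. With a fixed dye assignment (WT in Cy3 on 3 of 3 arrays), a dye effect and an effect of genotype cannot be told apart for these probes.

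Lists of marker genes were tested with limma's camera, adjusted over the 6 lists. The mast cell list had a median log2 ratio of 0.92 and an adjusted p of 6.5e-07, with 17 of 20 genes higher in cultures labeled *p85α−/−*. Its medians were 0.69, 1.36 and 0.78 on replicates 1 to 3. The neutrophil list had a median of 0.97 and an adjusted p of 0.017 by limma's camera, with medians of 0.95, 0.09 and 0.82 on the arrays. For the basophil list, which shares Mcpt8 with the mast cell list, they were 0.67 and 0.019. The macrophage list had 0.16 with an adjusted p of 0.409 by limma's camera, the cell cycle list 0.19 with 0.045, and the BCL2 family list 0.13 with 0.409. Under limma's fry, only the mast cell and basophil lists had an unadjusted p under 0.05. For the mast cell list this was lost when any 1 replicate was left out, over the mean of all probes of a gene and in the deposited table, and under camera only in the deposited table. Among 10000 random lists matched on intensity, these medians lay at percentile 100 for mast cell, 99.99 for neutrophil, 98.82 for basophil, 92.22 for macrophage, 99.68 for cell cycle and 88.98 for BCL2 family genes. Adjusted over the list alone, 1 cell cycle and 1 basophil gene had a p under 0.05 and 0 in each of the other lists, and 0 over all probes tested. A larger share of mast cells in cultures labeled *p85α−/−* would lower the genes of other cells, and the neutrophil list was higher, at 0.97, but its genes differ between arrays and progenitors may express them too. This explanation, a dye effect and an effect of genotype remain open.

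Xist had log2 ratios of 0.11, −0.12 and −0.26 on replicates 1, 2 and 3. Tsix, from the same list of sex-linked genes, had −0.09, 2.27 and 0.96, and was well above background in both channels of all 3 arrays. Among Y-linked genes, Eif2s3y had −0.83, −2.10 and −0.12, Kdm5d −1.30, −0.46 and 0.15, and Zfy1 −0.01, −1.09 and −0.35. AK084568, the lowest probe named above, which the array's annotation places on unordered sequence of chromosome Y with no build named, had −6.21, −6.67 and −1.73. Ddx3y, Uty and Usp9y were near background. Lower Y-linked values without a higher Xist, and with a Tsix that was higher on replicates 2 and 3 only, do not settle whether mice of different sex were paired. This remains open at the lowest Xist value of −0.26.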
